A study of Strongylocentrotus purpuratus with 5 samples. Its data were reported in "Identification and prediction of developmental enhancers in sea urchin embryos" (2021).

How the data were processed

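Chromatin accessibility was measured by ATAC-seq, in which a transposase cuts open chromatin and inserts sequencing adapters, in embryos of the purple sea urchin *Strongylocentrotus purpuratus* at 12 h and 20 h of development. The labels name 2 libraries at 12 h, from 2 biological replicates, and 3 libraries at 20 h. The 20 h libraries are 2 technical replicates of biological replicate 1 and a single library of biological replicate 2. Per the labels, nuclei of 20 h replicate 1 were prepared by another published protocol, whereas nuclei of 20 h replicate 2 and of both 12 h samples went through a density gradient. Preparation and biological replicate therefore cannot be separated at 20 h.

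The authors mapped reads to version 3.1 of the genome with the ENCODE ATAC-seq pipeline and called peaks with MACS2 at a p threshold of 0.05; the version of MACS2 is not given in the sources used here. For each stage the authors deposited 1 list of regions called on pooled libraries, with overlapping peaks merged and no score. For each 20 h library the authors deposited a list of peaks with a fold enrichment over the local background and with −log10 p and −log10 q values, which are the peak caller's own and carry no replicate error. The list of technical replicate 2 holds 300000 peaks, the largest number the authors kept, so that its weakest peaks are cut off. The names of both pooled lists give the same limit of 300000 peaks, so that weak regions may be missing from either stage. Lists per 12 h library were not used here. The lists hold no read counts, so that no value here was scaled to depth; by the totals the study states, the 12 h stage was sequenced more deeply than the 20 h stage. The numbers of peaks were 248700 and 300000 in the technical replicates of replicate 1 and 160654 in replicate 2. The study states that libraries were sequenced with single or paired ends. Libraries, technical replicates included, may therefore differ in sequencing as well.

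Peaks of each library that overlapped or touched were merged into regions with the −log10 p of the best peak and the fold enrichment of that peak. Regions were called shared when they overlapped by at least 1 bp. Chance overlap was measured by moving every region by a random circular shift within its scaffold, 100 times, with the highest coordinate of any list on a scaffold taken as its length. The lists together covered 10659 scaffolds spanning 876 Mb. Intervals are 95% percentile intervals over 1000 bootstrap draws of scaffolds, since regions on a scaffold are not independent, and they do not cover replicate error. Shares within a single scaffold have Wilson intervals, which cover counting error only. For 12 h only regions, chance overlap with library peaks was taken from shifted copies that overlapped no pooled 20 h region, a comparison added after the data were seen. With 1 pooled list per stage no replicate test of stage was possible. At 20 h there were 2 biological replicates, with fold enrichments and their ratios averaged over technical replicates first. A region counted as found in replicate 1 when either of its technical replicates had a peak. Differences were called when the interval excluded 0. Ranked lists were ordered by −log10 p, with ties in seeded random order. Signal agreement was measured by Spearman and Pearson correlation across regions, which are not replicates, without a p.

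The overlap and bootstrap functions were tested on simulated data before use. Of 100000 regions placed among the real 12 h regions, 60.0% were made to overlap and 60.0% were found to, with 0 wrong calls. A simulated support difference of 30.0 points was recovered as 30.0 points, and 38 of 40 intervals held the true value. Support was drawn independently for each region there, so the test does not cover regions that are alike within a scaffold. Overlap calls on 1957 real regions were the same as those of an exhaustive search.

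Regions are named by scaffold and 1-based position in version 3.1 by a rule fixed before the data were examined. The rule took the 10 pooled 20 h regions with the best mean rank by −log10 p over the 3 libraries. It also took the 5 best of those with no 12 h region and a peak in all 3 libraries, and the 5 longest 12 h regions with no 20 h region. Among scaffolds with at least 200 regions of both stages, it took the 3 with the highest and the 3 with the lowest share of 20 h only regions. No annotation of version 3.1 was used here, so regions were not assigned to genes, and the planned comparisons of promoter location and of gene lists were not run.

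Alternatives tried were other overlap rules, stricter p limits, other rank limits, the longest regions, merging within 100 bp, standardising over region length and leaving out each library. Added after the data were seen were regions trimmed to their central 150 bp, 20 h regions found without technical replicate 2, the top 20% of each list and ties ordered by position. Work was done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.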

Results

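Open chromatin was compared between *S. purpuratus* embryos at 12 h and 20 h, both blastula stages, in lists of accessible regions called on pooled libraries. The 12 h list held 238838 regions with a median length of 325 bp and covered 96.6 Mb. The 20 h list held 258515 regions with a median length of 252 bp and covered 81.6 Mb. Peak lists of the 3 separate 20 h libraries held 241530, 284563 and 154774 merged regions in technical replicates 1 and 2 of replicate 1 and in replicate 2. Of the peaks, 52.0%, 54.4% and 30.7% had a q below 0.05.

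The first question was how much of the accessible genome was common to both stages. Of the 20 h regions, 164438 overlapped a 12 h region and 94077 did not, so that 36.4% (95% interval 36.0 to 36.8) were 20 h only. Of the 12 h regions, 86141 overlapped no 20 h region, which was 36.1% (35.8 to 36.3). Random shifts gave an overlap of 20.9% ± 0.0865 (SD over 100 shifts) for 20 h regions against 63.6% observed, and of 21.7% ± 0.0899 for 12 h regions against 63.9%. Regions of a single stage were shorter, with medians of 204 bp for 20 h only and 241 bp for 12 h only regions, against 292 bp and 390 bp for overlapping ones. In 132054 pairs where a region of each stage matched only the other, the 12 h region was longer in 69.7%, by a median ratio of 1.18. The 20 h only share fell to 17.1% among 20 h regions found in both biological replicates, where the 12 h only share rose to 69.6%, and the 20 h only share rose to 57.4% when the overlap had to cover 50% of each region. With 1 list per stage, none of these differences between stages has a replicate check, and the 12 h list rests on more mapped reads than the 20 h list. The overlap of 20 h with 12 h regions was 3.04 times its shifted level. Between the 20 h technical replicates, which are single libraries and not pooled lists, that ratio was 3.05. Of the regions of technical replicate 1, 55.7% were found in technical replicate 2. Absence from the other stage's list therefore does not by itself show a difference between stages.

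**Figure D1:**
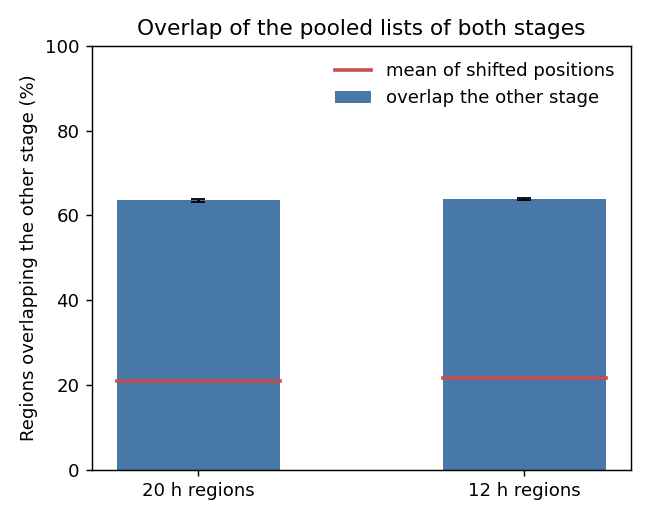
Bars give the percentage of regions in each pooled list that overlapped the other stage by at least 1 bp, with 95% scaffold bootstrap intervals, and red lines give the mean over 100 circular shifts. The bars stand at 63.6% for 20 h and 63.9% for 12 h, against shifted levels of 20.9% and 21.7%.

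The 10 best ranked 20 h regions all overlapped a 12 h region. The best was on scaffold 2459 from 102369 to 103308, with the authors' fold enrichment at 15.7 ± 3.998 (SD, n = 2 biological replicates). Next came scaffold 368 from 383499 to 384911, the longest of the 10 at 1413 bp, with a fold enrichment of 17.8 ± 1.95. A region on scaffold 11 from 830234 to 831093 followed at 15.4 ± 5.08, and its 12 h counterpart began at the same base. The highest mean fold enrichment of the 10 was 21.7 ± 6.73 on scaffold 55 from 98877 to 99565, where replicate 2 reached 26.4 and replicate 1 had 16.9. Replicates lay closest on scaffold 1909 from 108523 to 109140, at 18.7 ± 0.272. The others were on scaffold 91 from 513499 to 514486, scaffold 1015 from 294587 to 295396, scaffold 1426 from 164257 to 165001, scaffold 10 from 138460 to 139100 and scaffold 22 from 75603 to 76204, with fold enrichments from 10.2 to 14.6. Among the 1000 best ranked regions 999 overlapped a 12 h region, and among the 10000 best 9930 did.

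The best ranked 20 h only region with a peak in all 3 libraries lay on scaffold 1150 from 201478 to 201832, 360 bp from the nearest 12 h region, with a fold enrichment of 11.02 ± 5.25 (SD, n = 2). That scaffold held another of the 5, from 118238 to 118461, at 8.58 ± 0.767 and 63530 bp from any 12 h region. A region on scaffold 234 from 659049 to 659354 had 7.22 ± 0.912 and lay 264 bp from a 12 h region. Those on scaffold 2475 from 96915 to 97612 and scaffold 261 from 300817 to 301416 had 7.43 ± 0.617 and 5.71 ± 0.271, and lay 6505 bp and 7051 bp from one. In all, 5101 of the 94077 20 h only regions had a peak in all 3 libraries.

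The longest 12 h only region lay on scaffold 1319 from 13796 to 16598 and spanned 2803 bp, with the nearest 20 h region 19211 bp away and no peak in any 20 h library. The region on scaffold 599 from 193893 to 196211 also had none. The other 3 each overlapped a peak of technical replicate 2 alone, at a fold enrichment of 2.15 on scaffold 1064 from 49794 to 52307, 2.02 on scaffold 2303 from 48614 to 51104 and 1.79 on scaffold 28 from 176581 to 178777. Of all 12 h only regions, 45.1% overlapped a peak in at least 1 of the 3 libraries, although no pooled 20 h region, and 4.89% did so in both biological replicates. By library the share was 13.2% in technical replicate 1, 23.2% in technical replicate 2 and 16.01% in replicate 2. Shifted copies that also overlapped no pooled 20 h region gave 13.9% for at least 1 library, and 4.99%, 5.999% and 4.27% by library.

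Scaffolds differed in their share of 20 h only regions. On scaffold 380, 99 of 147 regions were 20 h only, or 67.3% (95% Wilson interval 59.4 to 74.4). Scaffold 308 had 59.2% (50.4 to 67.4) and scaffold 403 had 53.7% (45.7 to 61.6). The lowest shares were 13.3% (9.07 to 18.97) on scaffold 1545, 17.4% (11.6 to 25.1) on scaffold 635 and 19.01% (13.4 to 26.3) on scaffold 901. These intervals treat regions as independent and the scaffolds were picked as extremes, so that they are too narrow. On scaffold 380, 13.6% of the 20 h regions were found in both biological replicates, against 46.4% on scaffold 1545. Over 763 scaffolds the variance of the share was 3.38 times its binomial value, above the 1.11 that was the highest of 100 shuffles of regions.

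Replicate libraries of 20 h embryos were compared to see how repeatable the calls were. In technical replicate 2, the longest list, 55.7% (55.4 to 55.9) of the regions of technical replicate 1 and 54.2% (53.9 to 54.5) of those of replicate 2 were found. In technical replicate 1, 45.8% (45.6 to 46.0) of the regions of technical replicate 2 and 43.9% (43.6 to 44.2) of those of replicate 2 were found. With each pair taken from the shorter into the longer list, the technical pair lay 6.60 points (6.33 to 6.89) above the mean of the biological pairs. That mean mixes lists of different length, and the pairs may also differ in single or paired end sequencing. With the 50000 best regions of each library, the technical pair had 39.5% and the biological pairs 28.8% and 34.3%. Over the full lists, each observed share was about 3 times its shifted level. Fold enrichments at pooled 20 h regions with a peak in both libraries had a Spearman correlation of 0.35 between technical replicates. Between replicate 2 and technical replicates 1 and 2 it was 0.31 and 0.34, and the Pearson values for the 3 pairs were 0.54, 0.46 and 0.49. These correlations run across regions, which are not independent replicates. With regions lacking a peak entered as 0, the mean Spearman correlation of the biological pairs fell from 0.33 to 0.13, and the technical pair became the lowest at 0.09. By −log10 p the technical pair had 0.32, between the biological pairs at 0.31 and 0.34.

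Repeatability also differed with stage sharing. Of the 20 h regions that overlapped a 12 h region, 44.9% (44.5 to 45.2) were found in both biological replicates, against 16.1% (15.8 to 16.5) of 20 h only regions. The difference was 28.7 points (28.4 to 29.1). It was 10.0 points in technical replicate 1, 17.0 points in technical replicate 2 and 28.2 points in replicate 2, the only 20 h library that shares its nuclear preparation with the 12 h samples. These lists differ in length, and with the 150000 best regions of each library the differences were 12.1, 25.2 and 27.98 points. Most regions of both classes had a peak in at least 1 technical replicate of replicate 1, at 95.5% and 91.9%. Support grew with length in both classes, from 11.6% to 76.8% for overlapping regions and from 6.01% to 31.4% for 20 h only regions between the shortest and longest length classes. No library peak was found for 6615 pooled regions, or 2.56%.

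**Figure D2:**
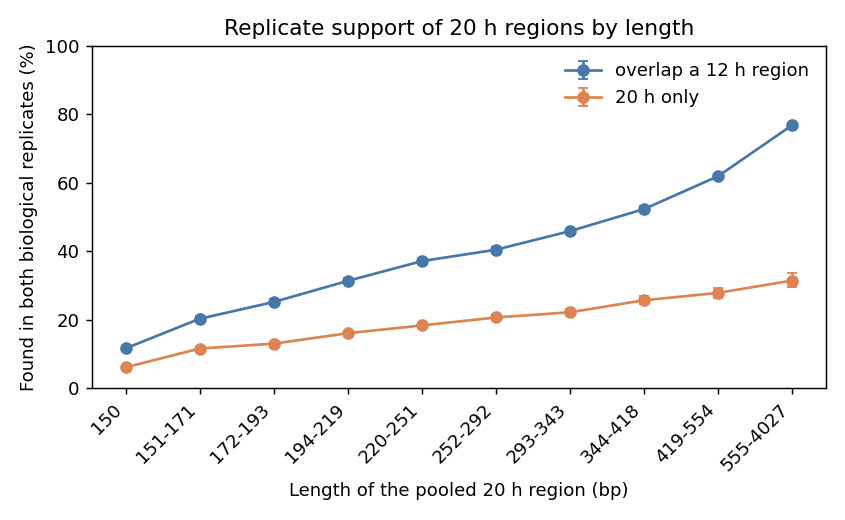
Points give the percentage of pooled 20 h regions found in both biological replicates, by region length in bp, with 95% scaffold bootstrap intervals. Overlapping regions lie above 20 h only regions in all 10 length classes, at 76.8% against 31.4% in the longest.

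Library regions that overlapped a 12 h region were slightly stronger. Their median fold enrichment was 3.01 against 2.68 in technical replicate 1, 2.91 against 2.58 in technical replicate 2 and 2.92 against 2.52 in replicate 2. The log2 ratio of medians was 0.19 ± 0.03 (SD, n = 2 biological replicates), and the interval of each library lay above 0. With 2 biological replicates no exact test could reach significance. Region length was not evened out in this comparison. Pooled 20 h regions that overlapped a 12 h region were also longer, with a median of 292 bp against 204 bp for 20 h only regions.

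The density gradient library was compared with the libraries of the other preparation by its overlap with the 12 h list. Among the 50000 best ranked regions, 81.6% (81.2 to 82.0) of replicate 2 overlapped a 12 h region, between 76.0% (75.5 to 76.4) in technical replicate 1 and 85.1% (84.7 to 85.6) in technical replicate 2. Replicate 2 lay 1.08 points (0.644 to 1.53) above the mean of the technical replicates, less than the technical replicates differed from each other. Among the 10000 best it was highest, at 97.6% against 91.6% and 94.5%, and among the 100000 best the difference turned to -1.96 points. Replicate 2 was also highest with the top 20% of each list, at 87.7% against 76.7% and 84.5%, and after standardising over length, at 84.1% against 75.94% and 83.2%. Preparation and replicate cannot be told apart here, with 1 library of the density gradient preparation.

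**Figure D3:**
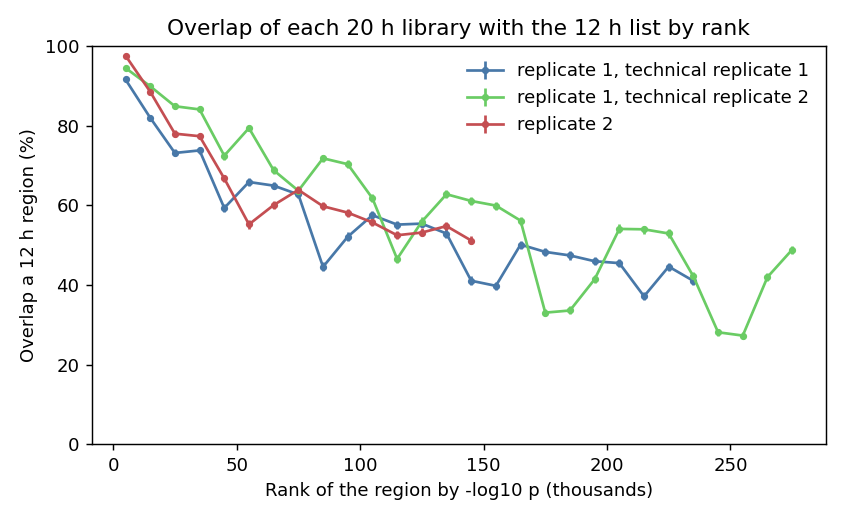
Points give the percentage of regions that overlapped a 12 h region in successive groups of 10000 regions ranked by −log10 p, for each 20 h library, with 95% scaffold bootstrap intervals. Shares start at 91.6%, 94.5% and 97.6% and fall with rank, unevenly where many regions tie in −log10 p.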

Values the study reported

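The study reported 238,838 ATAC-seq peaks in 12 h embryos and 258,515 in 20 h embryos. It gave 36 and 38% of the ATAC peaks at 12 and 20 h, respectively, as specific to their stage. Overlaps were counted there with the package ChIPpeakAnno. Its 20 h share differs from the one found here, which was taken over all 20 h regions. After removal of duplicates and mitochondrial reads, the mapped reads numbered 16,005,927 at 20 h and 73,272,494 at 12 h. The mean size of an ATAC peak was stated as 316 bp. For read profiles at peak calls of biological replicates, the study gave R = 0.62 and a Spearman value of 0.46 at 20 h.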

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

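Trimmed regions, 20 h regions found without technical replicate 2, the top 20% of each list and ties ordered by position were chosen after the data were seen. The 20 h only and 12 h only shares, 36.4% and 36.1%, moved to 38.5% and 37.7% when overlap had to cover 50% of the shorter region, to 57.4% and 53.8% for 50% of each region, and to 39.9% and 42.4% for the longest 100000 regions. Central 150 bp gave 51.0% and 47.0%. Restricting the 20 h list to −log10 p of at least 3 gave 30.8% and 46.2%, to regions found without technical replicate 2 gave 32.1% and 46.5%, and to both biological replicates gave 17.1% and 69.6%; a shorter 20 h list leaves more 12 h regions unmatched by construction. Merging within 100 bp gave 36.2%, inside the interval of the 20 h share, and 35.8% for 12 h. For the other shifts the cause was not tested. The support difference ranged from 19.5 to 28.9 points and the log2 strength ratio from 0.15 to 0.36, with each kept above 0. The excess of the technical pair over the mean of the biological pairs also stayed above 0, from 4.19 to 7.91 points. At −log10 p of at least 3, however, the technical pair had 48.0%, below replicate 2 in technical replicate 2 at 49.2%. Replicate 2 in technical replicate 1 had 38.4% there, so that excess rests on the mean. Without each technical replicate of replicate 1 in turn, the support difference was 23.8 to 28.9 points, and without each library the strength ratio was 0.17 to 0.19. The excess of replicate 2 over the technical replicates in 12 h overlap turned from 1.08 to -1.96 points among the top 100000 regions, and the cause was not tested. That excess was 4.56 points for the top 10000, 7.13 for the top 20% and 2.56 when ranked by fold enrichment. It fell to 0.502 points (0.0488 to 0.951) when overlap had to cover 50% of the shorter region. The mean Spearman correlation of the biological pairs moved from 0.33 to 0.13 with absent peaks as 0. No paired analysis was possible because the 12 h libraries enter only as 1 pooled list. The study states that its embryo batches differed, some by season. Given such limits, it made no quantitative comparison of stages across the genome. A difference of batch between the stages cannot be told apart from stage here. Promoter location and gene lists were not run, since no annotation of the assembly was used here. Depth differed between stages and was not equalised here, which limits every absence of a peak.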

Other observations

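The tests of list length, of the gap between technical replicates, of preparation within the top 10000 regions and of preparation in replicate support were chosen after the result was seen. Regions in blocks of over 1000 ties in −log10 p made up 21.97%, 32.3% and 47.3% of technical replicates 1 and 2 and replicate 2. They overlapped a 12 h region in 46.1%, 41.9% and 57.5% of cases, against 58.001%, 66.2% and 70.3% of other regions. Of the 1000 best regions of technical replicate 2, 22 had no peak in another library and 12 of these overlapped a 12 h region, against 2 such regions in technical replicate 1 and 4 in replicate 2. A 20 h only region was followed along the scaffold by another in 45.5% of cases, against 38.8% in shuffles within scaffolds. Among regions found in both biological replicates the values were 20.9% and 17.9%. Over all 20 h regions, the excess over shuffles was 9.94 points where the next region lay under 1 kb away. It was 3.50 points at 1 to 5 kb, 6.61 at 5 to 20 kb and 9.24 over 20 kb, so it did not fall steadily with distance.

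20 h only regions were found less often in both 20 h biological replicates, by 28.7 points. The tables argue against region length as the whole cause, since 21.1 points were left after standardising over length. Weak calls near the authors' p threshold stay open. Matching on replicate 1 −log10 p left 28.4 of 29.5 points in the share with a replicate 2 peak. That measure had Spearman correlations of only 0.31 and 0.34 with replicate 2, so matching on it may not even out weak calls. The difference in both replicates fell to 19.5 points with peaks of −log10 p of at least 3. That limit also shortens every list, which by itself lowers both shares, so the fall decides nothing about weak calls. Preparation shared by replicate 2 and the 12 h samples stays open: with 150000 regions per library, the difference in replicate 2 exceeded the higher technical replicate by 2.78 points (2.24 to 3.41), and 1 library cannot separate preparation from replicate. A biological difference between stages also stays open, untested.

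The 20 h libraries shared unequal portions of their 50000 best regions with the 12 h list. Standardising over length left a spread of 8.18 of 9.19 points and the top 20% of each list gave 10.99 points, so neither removed the spread, but both changed the order of the libraries. The tables argue against preparation as the whole cause, since the technical replicates, which share a preparation, differed by at least 7.31 points (6.79 to 7.88) over these 3 settings, though less among the top 10000, at 91.6% and 94.5%. Whether preparation contributes stays open: replicate 2 stood at -3.52 points from technical replicate 2 at the fixed number, but 0.871 points above it after standardising, 3.27 above it with the top 20% and 3.11 above it among the top 10000, and 1 library has that preparation. No biological explanation was tested.

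20 h only regions were unevenly spread over scaffolds. Over all scaffolds, the share was 6.01 points (5.30 to 6.70) higher on shorter than on longer ones, as poorer matching on short scaffolds would give. The variance ratio was taken over 763 scaffolds, where the share was 33.2%, so this split does not test the spread among them. The 20 h only share fell with the share covered by 12 h regions (Spearman -0.65 across scaffolds), a relation partly built in, since that cover also sets the overlap. Allowing for each scaffold's shifted overlap left a variance ratio of 2.19 (1.96 to 2.46) of 3.38. That stayed above the 1.11 that was the highest of the shuffles. Chance overlap may therefore account for part of the spread. Whether it accounts for all of the spread stays open, since those shuffles treat regions as independent while neighbouring regions were alike. Long 12 h regions spanning neighbours are not the whole cause of like neighbours, with 4.59 of 6.69 points left at 1 20 h region per 12 h region.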
